A study of Saccharomyces cerevisiae with 4 samples. Its data were reported in "The APT complex is involved in non-coding RNA transcription and is distinct from CPF" (2018).

How the data were processed

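Newly synthesized RNA was measured by 4tU-seq in Saccharomyces cerevisiae. In 4tU-seq, cells take up 4-thiouracil for a short time, the RNA made in that time carries the thiol label, and the labelled RNA is purified and sequenced. Per the labels, BY4741 cells were grown at 30 °C in rich medium to an OD600 of 0.8 and labelled with 5 mM 4-thiouracil for 6 min, and each library was made from 100 ng of RNA. The groups compared were a strain in which SYC1 was replaced by a drug resistance cassette (knockout, 2 libraries) and wild-type (2 libraries). Groups and replicate numbers were taken from the sample titles.

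The authors aligned paired-end reads to the sacCer3 genome with STAR, kept proper pairs above a mapping quality minimum with SAMtools, and counted reads per gene with HTSeq. The deposited count table holds these raw counts for 4970 regions, of which 4909 were mRNAs and 61 were sn/snoRNAs (small nuclear and small nucleolar RNAs, with the RNase MRP RNA NME1 among them). All 4 count columns matched a sample, 0 columns matched none, and 0 rows named no gene. The authors' annotation placed mRNA borders by transcript isoform sequencing. The paper states that loci where an mRNA overlapped an sn/snoRNA were left out. Among the counted regions, however, 19 of the 61 sn/snoRNAs overlap another region on the other strand, and 2 overlap another on the same strand. Whether the authors' counting used strand is not stated, and 1710 of the regions overlap another region on the other strand. All 26 regions that other-strand regions cover in full had counts, with a median of 1204.5 over the 4 libraries, which counting without strand would not give if it dropped reads that fit 2 regions. All 4970 regions lay inside the chromosomes of assembly R64, and 4886 identifiers matched its RefSeq gene table, from which symbols were taken. The counted sn/snoRNA regions reached 75 nt (plus strand) or 74 nt (minus strand) past the 3′ end given by RefSeq, so that counts cover the mature RNA and a short 3′ extension. Of the regions, 96 had more than 10% of their 50-mers repeated elsewhere in the genome, and their counts are uncertain.

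The authors' deposited table of their own comparison gives, for 4844 genes, a mean normalized count (counts divided by DESeq2 size factors), a log2 fold change with its standard error, a Wald score, a p-value and an adjusted p-value, written with decimal commas. For genes past a fold change of 1.5, a score was computed as the excess of the absolute log2 fold change over log2 of 1.5, divided by its standard error. It was given the sign of the change, and genes under that fold change were given 0. The Wald score of this table equalled the computed score in 4844 of 4844 genes within a tolerance of 0.001. The authors' p-values thus test against a fold change of 1.5 rather than against no change.

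Counts were analysed with edgeR 4.0.16 in R 4.3.3, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Genes were kept where the mean count, divided by DESeq2 1.42.0 size factors, was at least 30 in the knockout or the wild-type, which is the study's filter. This left 4845 genes, 4802 mRNAs and 43 sn/snoRNAs. SYC1 is the 1 gene of these that the authors' table does not list. Libraries were scaled by TMM, and the quasi-likelihood test of edgeR was fitted with group as the only term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes were called at an adjusted p under 0.1 and a fold change over 1.5, the study's thresholds. CPM values are counts scaled to TMM-adjusted library size, as edgeR gives them. The standard error of a log2 fold change was taken as its size over the square root of the test's F value, which is approximate. No spike-in RNA was used here, so all changes are relative to the other RNAs of the same library.

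Log2 fold changes of sn/snoRNAs and mRNAs were compared by a two-sided Mann-Whitney U test, and the sn/snoRNA share among down-regulated genes by a two-sided Fisher's exact test against all genes tested, both across genes, which are not independent replicates. Gene lists were tested with fry and camera of limma 3.58.1 in the same design, adjusted over 13 lists fixed in advance, including the sn/snoRNA class. The lists were ribosomal protein, histone, mating response, MATa-specific, haploid-specific, stress response, amino acid biosynthesis, APT and CPF subunit, H/ACA snoRNA, C/D snoRNA, polycistronic snoRNA and snRNA genes. A further 6 lists (sulfur assimilation, G1/S, G2/M, ribosome biogenesis, termination factor, and amino acid genes without the sulfur genes) were written after part of the data had been seen and were adjusted separately. For comparisons matched by length, each sn/snoRNA was set against mRNAs within 20% of its length or, with under 10 such mRNAs, against the 50 shortest mRNAs. For matching by GC content or abundance, the 50 nearest mRNAs were used. The named genes are SYC1 and its neighbours, the 5 sn/snoRNAs and 5 mRNAs with the largest fall and the 5 mRNAs with the largest rise among called genes whose knockout CPM both lay on one side of both wild-type CPM, any sn/snoRNA that rose, at most 3 members of each list, the auxotrophic marker genes and the mating-type-specific genes. Groups, tests, thresholds, planned lists, this rule and all alternatives but the 2 named below were chosen before the data were examined.

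The fitting code was tested on simulated data with the means, library sizes and common dispersion of the comparison of knockout with wild-type. Every gene had this same dispersion and was drawn independently. In the data the SD of log2 differences between knockout replicates was 0.507 for sn/snoRNAs and 0.144 for mRNAs (wild-type 0.238 and 0.113). The simulation therefore checks the code, and not how well a class that varies more between replicates is estimated. In simulated counts for 4834 genes with 199 mRNAs changed by 1 on the log2 scale, edgeR called 100% of the changed mRNAs in the right direction and 0 of the others, and a simulated class difference of −1.5 was estimated as −1.53. With a length trend added to 1 library, the length offset returned the correlation with length to 0.0093.

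Library totals ranged from 22880058 to 36175417 counts. For a gene with 0 counts, the upper limit was set at 3 counts per library. Intervals and limits cover counting error at the 95% level only, since reads without molecular identifiers are not independent molecules. Replicates differed by more than counting noise, with a chi-square over its degrees of freedom of 20.3 between the knockout libraries and 10.8 between the wild-type libraries, so they are separate libraries. Alternatives covered the normalization, the low-count filter, the test (DESeq2 and limma-voom), the replicates left out in turn, a replicate block, a length offset, the thresholds and matched comparison genes, and 2 alternatives (GC-matched mRNAs, and DESeq2 against a fold change of 1.5) were added after the data were seen.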

Results

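To examine how loss of Syc1 affects RNA synthesis, 4tU-seq counts of Δsyc1 (knockout) and wild-type yeast were compared. Syc1 is the subunit that sets the APT complex (associated with Pta1) apart from the cleavage and polyadenylation factor CPF, and the comparison asks whether synthesis of sn/snoRNAs depends on it. The data comprised 2 knockout and 2 wild-type libraries. The knockout libraries held 26089573 and 22880058 counts over annotated genes, and the wild-type libraries held 36175417 and 35203133. The 10 most abundant genes took between 6.71% and 7.73% of the counts in each library. Log2 CPM values correlated across genes with a Pearson r of 0.997 between the knockout libraries and 0.998 between the wild-type libraries; genes are not independent replicates.

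The deleted gene was examined first. SYC1 (YOR179C, chromosome XV, 671595 to 672440, minus strand, sacCer3) had 1 and 2 counts in the knockout libraries and 743 and 794 in the wild-type libraries. Its abundance was 0.0666 ± 0.0379 CPM in the knockout and 20.4 ± 1.19 CPM in wild-type (SD, n = 2 each). The ratio of knockout to wild-type, from 3 and 1537 counts, was 0.00316 (exact 95% interval 0.000651 to 0.00925). The edgeR log2 fold change was −8.22 ± 0.25 (SE), with an adjusted p of 2.18e-07, and depends on the prior count at so few counts. Leaving out knockout replicate 2 moved it most, to −8.88. The neighbouring gene DCI1 (YOR180C, chromosome XV, 674095 to 675668) did not differ detectably, with 22.6 ± 0.67 CPM in the knockout and 23.98 ± 1.11 CPM in wild-type (SD, n = 2; edgeR log2 fold change −0.09 ± 0.08 SE, adjusted p 0.358). The neighbour on the other side, GAC1, was not analysed here.

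The auxotrophic marker genes were read next. LEU2, MET17 and URA3 had 0 counts in all 4 libraries, which allows up to 3 counts per library (at most 0.140 CPM), and HIS3 was not analysed here. MF(ALPHA)1, a gene of α cells, had 1 and 0 counts in the knockout and 5 and 5 in wild-type, whereas the MATa-specific gene STE2 had 300 ± 17.5 CPM in the knockout and 729 ± 8.88 CPM in wild-type (SD, n = 2). The other α-specific genes were not called. SAG1 had a log2 fold change of 0.08 ± 0.06 (adjusted p 0.249), whose sign flips under upper-quartile scaling and without normalization factors, where all genes shift alike, and under the length offset with or without a replicate block, and STE3 one of 0.42 ± 0.18 (adjusted p 0.0718, edgeR), which is under the fold change minimum.

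The central comparison asked whether sn/snoRNA synthesis changes relative to that of mRNAs. Of the 43 sn/snoRNAs tested, 39 had a negative log2 fold change, and in 38 both knockout libraries lay below both wild-type libraries. The median log2 fold change was −1.58 for sn/snoRNAs (quartiles −1.98 and −0.93) and −0.01 for the 4802 mRNAs (quartiles −0.25 and 0.24). The difference of medians was −1.57, a 2.97-fold lower level (two-sided Mann-Whitney U test across genes, n = 43 and n = 4802 genes, which are not independent replicates, p = 3.21e-19). The same difference lay between −1.57 and −1.44 in the 4 pairings of a knockout with a wild-type library. Between libraries of one group it was −0.20 (knockout replicate 1 minus 2) and 0.03 (wild-type replicate 1 minus 2), so the difference between the groups exceeded the spread between replicates. The alternative that moved it most was a minimum mean count of 100, in either group (normalized counts), under which it was −1.18. In the fry test, whose replicates are the libraries, the sn/snoRNA class was lower with an adjusted p of 0.0141. Camera, which ranks the class against the other genes, gave an adjusted p of 1.09e-12 with its preset correlation and 0.183 with an estimated correlation.

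**Figure D1:**
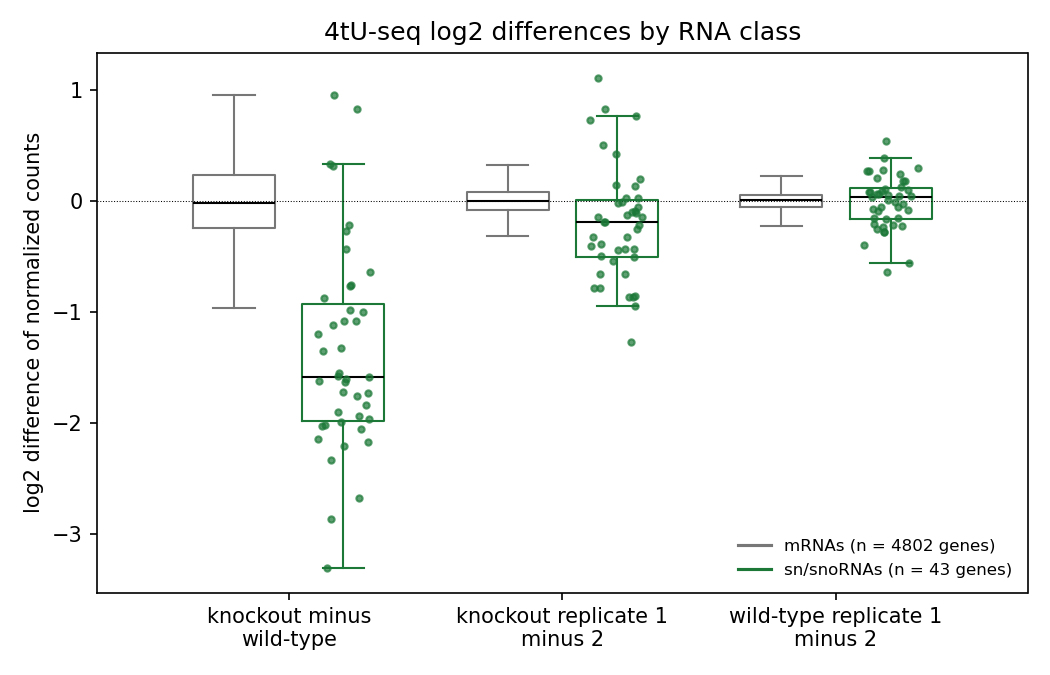
Box plots of log2 differences of normalized counts for 4802 mRNAs (grey) and 43 sn/snoRNAs (green), between knockout and wild-type and between the replicates of each group. Boxes span the quartiles with the median as a black line, whiskers reach 1.5 times the interquartile range, mRNA outliers are not drawn, and points are single sn/snoRNAs; the sn/snoRNA median is −1.58 between the groups and −0.19 and 0.04 between replicates.

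Per library, sn/snoRNAs took 0.105% (Wilson 95% interval 0.104% to 0.106%) and 0.141% (0.140% to 0.143%) of the counts in the knockout, and 0.203% (0.201% to 0.204%) and 0.215% (0.214% to 0.217%) in wild-type. The mean share was 0.123% ± 0.0257 in the knockout and 0.209% ± 0.00877 in wild-type (SD, n = 2 each), a ratio of 0.589. An exact two-sided permutation test gave p = 0.333, which is the smallest p that 2 against 2 libraries can give. Without the 10 most abundant genes of each class the ratio was 0.438, the alternative that moved it most. The 10 most abundant sn/snoRNAs held between 86.3% and 90.2% of all sn/snoRNA counts, so the share mostly reflects those.

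For individual genes, edgeR called 36 sn/snoRNAs down and 2 up, and left 5 uncalled. Among mRNAs, 359 were down (7.48%; SYC1 is one of them) and 438 were up (9.12%). The choice that moved the mRNA counts most was to require no fold change minimum, which gave 1681 down and 1621 up. Down-regulated calls made up 47.3% of all calls, and 68.0% without normalization factors, where the median of all genes moved from −0.02 to −0.17. Under the length offset they made up 36.7%. Knockout and wild-type libraries did not overlap for 83.6% of mRNAs, where chance gives 33.3%. Sn/snoRNAs were enriched among the down-regulated genes, with 83.7% of them called (Fisher's exact test, two-sided, odds ratio 63.5, 95% interval 27.6 to 171, p = 2.68e-33). The odds ratio was 29.8 without knockout replicate 1 and 106 without knockout replicate 2, and 14.1 with no fold change minimum.

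**Figure D2:**
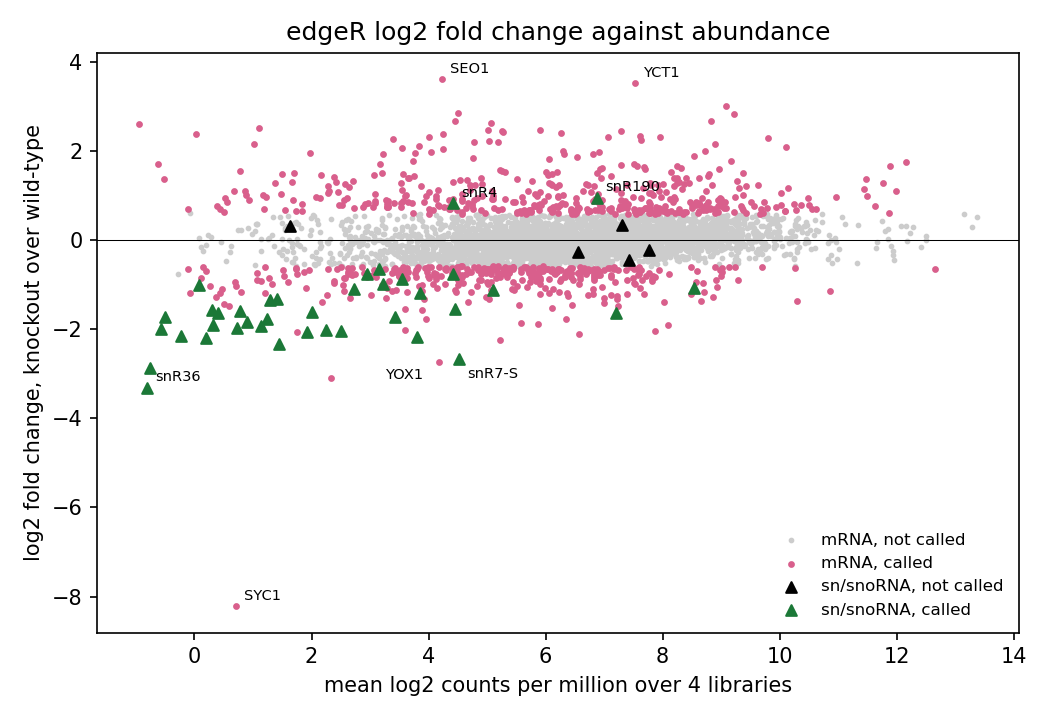
EdgeR log2 fold change (knockout over wild-type) against mean log2 CPM over the 4 libraries, with each point a gene. Called genes (adjusted p under 0.1 and fold change over 1.5) are pink circles for mRNAs and green triangles for sn/snoRNAs, and 36 of the 38 called sn/snoRNAs lie below 0.

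The sn/snoRNA with the largest fall was snR36 (chromosome XV, 680611 to 680866), an H/ACA snoRNA with 5 and 2 counts in the knockout and 60 and 55 in wild-type (log2 fold change −3.31 ± 0.40 SE, edgeR adjusted p 0.000177). The C/D snoRNA snR48 (chromosome VII, 609585 to 609771) had 7 and 2 counts against 58 and 50 (−2.87 ± 0.42, adjusted p 0.000513). At such counts the size of the fall is imprecise. The U5 snRNA snR7-S (chromosome VII, 939420 to 939672) was better covered and fell from 57.9 ± 1.65 to 9.11 ± 1.45 CPM (SD, n = 2; −2.67 ± 0.10 SE, adjusted p 3.41e-07). Next were snR40 (−2.33 ± 0.19) and snR55 (−2.21 ± 0.31), both C/D snoRNAs. SnR36 overlaps a region on the other strand.

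A pair of sn/snoRNAs was called up. The C/D snoRNA snR190 (chromosome X, 139687 to 139950) rose from 85.9 ± 11.6 to 167 ± 62.8 CPM (SD, n = 2; log2 fold change 0.96 ± 0.21 SE, edgeR adjusted p 0.00432), and its counted region overlaps that of snR128 on the same strand. The C/D snoRNA snR4 (chromosome V, 424699 to 424958) rose from 16.3 ± 1.72 to 29.3 ± 12.1 CPM (SD, n = 2; 0.83 ± 0.23 SE, adjusted p 0.0136). Both calls rested on knockout replicate 2. Without it the log2 fold changes were 0.51 and 0.34 and neither was called. The 5 uncalled sn/snoRNAs, listed after their values were seen, were snR128 (0.32), snR37 (0.33), snR86 (−0.22), snR17a (−0.27) and snR19 (−0.43).

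The mRNA with the largest fall after SYC1 was YNL276C (chromosome XIV, 117064 to 118874), with a log2 fold change of −3.10 ± 0.18 (SE, edgeR adjusted p 2.83e-06). It overlaps 2 regions on the other strand, MET2 among them. MET2 rose (2.001 ± 0.070 SE) and had 21165 and 18156 counts in the knockout, where YNL276C had 50 and 30, so the counts of the pair were kept apart by strand. YOX1 (YML027W) fell from 46.9 ± 4.83 to 7.03 ± 0.76 CPM (SD, n = 2; −2.73 ± 0.11 SE, adjusted p 5.13e-07), PCL1 (YNL289W) from 80.8 ± 4.66 to 17.1 ± 1.40 CPM (−2.24 ± 0.08 SE, adjusted p 3.06e-07), and OAC1 (YKL120W) from 198 ± 8.38 to 45.8 ± 2.32 CPM (−2.11 ± 0.06 SE, adjusted p 2.18e-07). YIR042C (−2.07 ± 0.47 SE, adjusted p 0.00519) varied within both groups, from 26 to 54 counts in the knockout and from 170 to 376 in wild-type.

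The mRNAs with the largest rise were SEO1 (YAL067C, chromosome I, 7014 to 9049), from 5.31 ± 0.39 to 65.1 ± 1.18 CPM (SD, n = 2; log2 fold change 3.61 ± 0.09 SE, edgeR adjusted p 8.38e-08), YCT1 (YLL055W, chromosome XII, 29806 to 31740), from 54.2 ± 2.03 to 628 ± 29.8 CPM (3.53 ± 0.06 SE, adjusted p 2.41e-08), and MET3 (YJR010W), from 193 ± 21.0 to 1550 ± 81.8 CPM (3.01 ± 0.09 SE, adjusted p 2.14e-07). HSP26 (2.86 ± 0.09 SE) and TSL1 (2.84 ± 0.08 SE) followed.

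Lists of genes were compared next. The ribosomal protein, histone, mating, stress and amino acid classes were picked by the study from these same libraries, so the lists are not independent evidence. All 8 histone genes were called down (median log2 fold change −1.26, fry adjusted p 0.00505), HHF1 (−2.05), HHF2 (−1.90) and HTA2 (−1.77) most. HHF1 and HHF2 share sequence, with 11.94% and 11.97% of their 50-mers repeated in the genome. Of 6 mating response genes tested, 5 were called down (median −0.96, fry adjusted p 0.00505), with FUS1 (−1.89), SST2 (−1.17) and AGA1 (−0.97) the most changed. Of 5 MATa-specific genes tested, 4 were called down (median −1.28, fry adjusted p 0.0109). AGA2 fell by 2.02, MFA2 by 1.47, STE2 by 1.28, BAR1 by 0.93 and MFA1 by 0.48 on the log2 scale, the last below the fold change minimum. Haploid-specific genes had a median of −0.30 over 3 genes (fry adjusted p 0.0109), with GPA1 (−0.96) the 1 call.

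Of the 130 ribosomal protein genes, 40 were called down and 3 up (median −0.30, fry adjusted p 0.0337). RPS17B (−1.52) and RPL10 (−1.36) fell most, and RPS11B rose (1.53). This list lost its call under the length offset, with a median of −0.17 (fry adjusted p 0.114, within a range of 0.0134 to 0.347 over the alternatives that kept all libraries and were tested by fry). Of 15 stress genes, 12 were called up and 0 down (median 1.30, fry adjusted p 0.00505), with HSP26, TSL1 and HSP12 (2.61) the most changed; HSP12 had 26 and 24 counts in the knockout and 8 and 5 in wild-type. Of 24 amino acid genes, 8 were called up and 1 down (median 0.44, fry adjusted p 0.0135), and the most changed, MET3, MET16 (2.45) and MET10 (2.29), act in sulfate assimilation. For each of these lists the calls adjusted over the list alone were the same in number as those over all genes.

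The snoRNA classes were both lower, H/ACA snoRNAs with a median of −1.60 over 21 genes (19 called down, fry adjusted p 0.0109) and C/D snoRNAs with −1.55 over 17 (13 down and 2 up, fry adjusted p 0.0251). Polycistronic snoRNAs had a median of −1.65 over 8 genes (fry adjusted p 0.0251), and snRNAs one of −1.56 over 4 (fry adjusted p 0.0165), with snR7-S, snR14 (−2.05) and LSR1 (−1.08) called down. Whether these classes differ from each other was not tested. The 14 APT and CPF subunit genes, a list that leaves out the deleted SYC1, had a median of −0.09 and a mean of 0.08, opposite in sign, with no call for the list (fry adjusted p 0.135, direction up); REF2 (1.26) and PTI1 (0.75) were called up. All 12 lists called by fry were also under 0.1 with the preset correlation of camera, and 0 of the 13 were with an estimated correlation, where the lowest adjusted p was 0.167 and 3 lists had an unadjusted p under 0.05. The alternative that moved list medians most was a mean count of at least 100, which took polycistronic snoRNAs to −0.98.

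**Figure D3:**
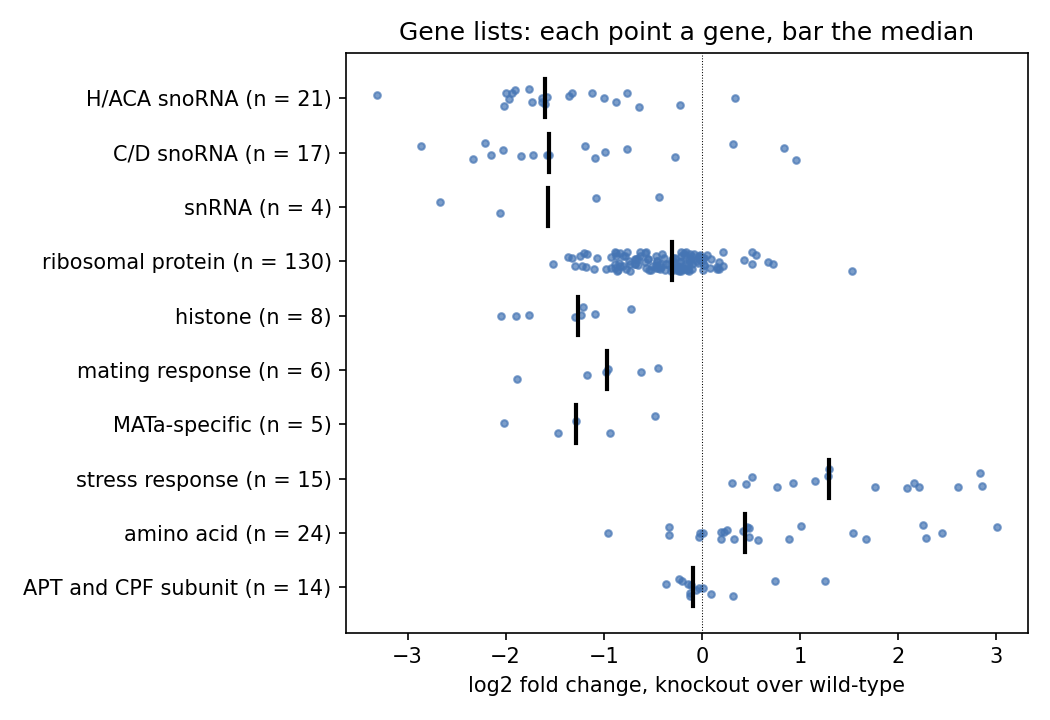
EdgeR log2 fold change (knockout over wild-type) of each gene in 10 of the lists, with 1 point per gene and a black bar at the list median. Medians are −1.60 for H/ACA snoRNAs, −1.26 for histone genes and 1.30 for stress genes, while that of APT and CPF subunit genes lies at −0.09.

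Because sn/snoRNAs are short, the dependence on length was measured. Across mRNAs the log2 fold change rose with transcript length (Spearman rho 0.33 across 4802 genes, which are not independent replicates), from a median of −0.25 in the 46 shortest mRNAs to 0.17 in the 344 longest. Without ribosomal protein genes rho was 0.32, and leaving out knockout replicate 2 moved it most, to 0.29. Replicate libraries differed along length as well, with rho −0.35 for knockout replicate 1 minus 2 and 0.18 for wild-type replicate 1 minus 2. Across the 43 sn/snoRNAs rho was 0.50. Against length-matched mRNAs the median difference of sn/snoRNAs was −1.32, compared with −0.23 and 0.19 between the replicates of each group. For 24 of the 43, fewer than 10 mRNAs lay within 20% of their length. For the other 19, of 275 nt or more, the difference was −0.92, and 18 of the 19 lay below their matched mRNAs. Lengths are those of the counted regions, which for sn/snoRNAs include the 3′ extension, so the mature RNAs are shorter.

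**Figure D4:**
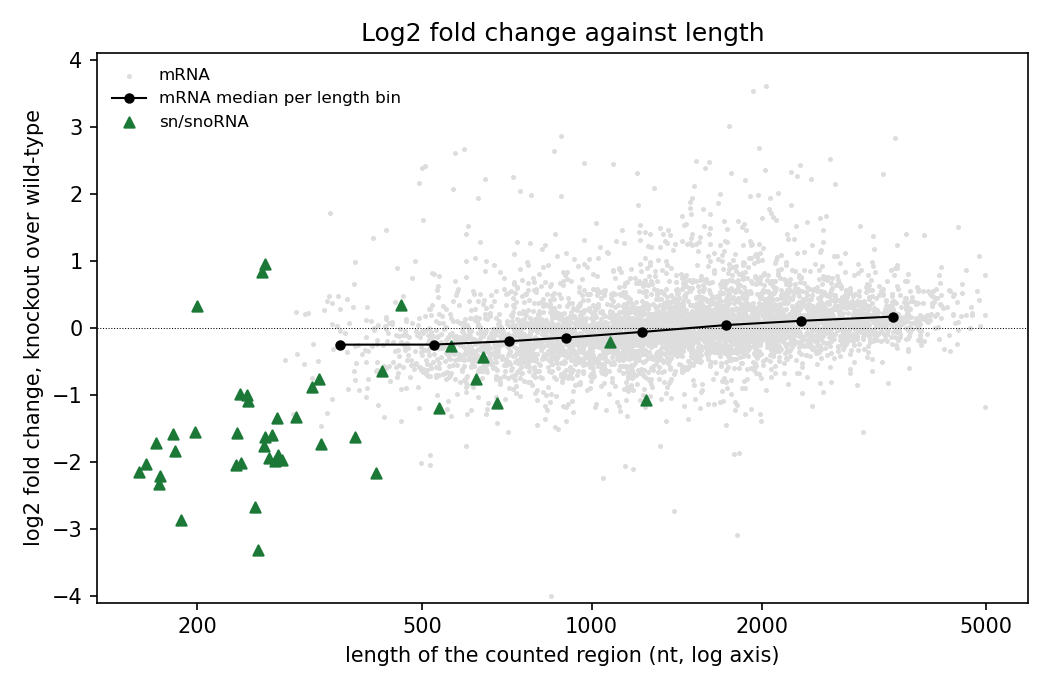
EdgeR log2 fold change (knockout over wild-type) against the length of the counted region on a log axis, with mRNAs as grey points, mRNA medians per length bin as black circles and sn/snoRNAs as green triangles. The mRNA medians run from −0.25 to 0.17, most sn/snoRNAs lie below them, and SYC1 is drawn at the lower edge of −4 although its value is −8.22.

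The authors' deposited table was compared with these results. Log2 fold changes in the authors' deposited table and from edgeR correlated across genes with a Pearson r of 1.00 and a Spearman rho of 1.00, and differed by at most 0.048. At the same thresholds the authors' deposited table called 104 mRNAs down, 229 mRNAs up, 22 sn/snoRNAs down and 0 up. All 355 of its calls were also made by edgeR in the same direction, and edgeR made 479 more calls among the genes of that table, besides SYC1, which it does not list. In that table the tests are against a fold change of 1.5, and DESeq2 run that way on the counts gave 105 mRNAs down (SYC1 included), 229 up and 22 sn/snoRNAs down.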

Values the study reported

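The study tested 4801 mRNA and 43 sn/snoRNA genes by 4tU-seq. It reported a median decrease of about 3-fold in sn/snoRNA synthesis relative to mRNAs in the deletion strain. For enrichment of sn/snoRNAs among down-regulated genes it gave a Fisher's exact test P-value of 1.38e-24, with over 50% of candidate sn/snoRNAs down by more than 1.5-fold at an adjusted P-value of 0.1. Among mRNAs, 104 were reported as down-regulated and 229 as up-regulated at those thresholds.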

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

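The comparisons with GC-matched mRNAs and with DESeq2 against a fold change of 1.5 were chosen after the data were seen. The fall of SYC1 held in all 9 alternatives that kept every library (−8.36 to −7.93). The sn/snoRNA minus mRNA difference kept its sign and a p under 0.05 in all 15 (−1.60 to −1.18, Mann-Whitney or, for matched mRNAs, signed-rank test). The enrichment of sn/snoRNAs among down-regulated genes also kept its direction and a p under 0.05 in all 16 (odds ratio 14.1 to 68.0, Fisher's exact test). These tests run across genes, which are not independent replicates. In the fry test, whose replicates are the libraries, the class lost its call with the replicate block (adjusted p 0.130) and with block and length offset together (adjusted p 0.243). No call changed direction under the normalization, filter, test, block, offset and leave-one-out alternatives. The alternative without the Pol III transcripts snR6 and snR52 was not run, since neither passed the filter and both together had 1 count. Over all alternatives, 757 values of named genes kept their direction and their side of the threshold, while 11 newly passed it, 2 no longer did and 7 changed sign. Of the values of gene lists 166 kept both, 39 no longer passed and 3 newly passed. Of the other values 131 stayed as they were or within the spread allowed, and 13 moved beyond it.

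Counts of calls moved with the thresholds and the scaling. Down-regulated mRNAs numbered 618 without normalization factors, which lowered the median of all genes from −0.02 to −0.17, and upper-quartile factors lowered it to −0.10. With no fold change minimum 1681 mRNAs were down and 1621 up. With glmTreat against a fold change of 1.5, 175 mRNAs were down and 0 sn/snoRNAs up, and DESeq2 against 1.5 gave 105 mRNAs down, 229 mRNAs up, 22 sn/snoRNAs down and 0 up, both by construction stricter tests. The length offset gave 279 genes down and 482 up, 36.7% of calls down, and kept 655 of the 835 calls; with the block as well 37.0% were down. Sn/snoRNAs up numbered 4 with the replicate block and length offset together. The share ratio was 0.438 without the 10 most abundant genes of each class. The cause of the shifts other than those of the stricter or looser tests was not tested.

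Gene list tests lost their calls mainly where few residual degrees of freedom remained. With a replicate block, which leaves 1, the 12 lists that had been called no longer passed by fry, with medians almost unchanged: amino acid 0.44, C/D −1.55, H/ACA −1.60, haploid-specific −0.30, histone −1.26, MATa-specific −1.28, mating −0.96, polycistronic −1.65, ribosomal protein −0.31, sn/snoRNA class −1.58, snRNA −1.57 and stress 1.30. Under the length offset, polycistronic snoRNAs (−1.30) and ribosomal protein genes (−0.17) no longer passed. With block and offset together, amino acid (0.31), C/D (−1.20), H/ACA (−1.26), MATa-specific (−1.12), mating (−1.03), polycistronic (−1.32), ribosomal protein (−0.17), class (−1.24) and snRNA (−1.36) did not pass. With RLE normalization the APT and CPF subunit list, with a median of −0.07, passed (fry adjusted p 0.0853, over a range of 0.0853 to 0.681). DESeq2 lists were tested with cameraPR.

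Leaving out 1 library assumes that the lone library varies like the other group. Ranges of medians were −0.10 to −0.05 for APT and CPF subunits (exact values −0.0979 and −0.0457), −1.63 to −1.41 for C/D, −1.62 to −1.51 for H/ACA, −1.35 to −1.23 for MATa-specific, 0.31 to 0.48 for amino acid, −1.77 to −1.54 for polycistronic, −0.42 to −0.26 for ribosomal protein, −1.86 to −1.32 for snRNA and −1.63 to −1.51 for the class. Except for the subunits, these lists lost their call without wild-type replicate 1 and without wild-type replicate 2; the subunits gained one without knockout replicate 1 and without knockout replicate 2. Sn/snoRNAs up ranged from 0 without knockout replicate 2 to 4 without knockout replicate 1. The enrichment odds ratio was 29.8 without knockout replicate 1 and 106 without knockout replicate 2.

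Among named genes, signs changed only for genes that were not called. SAG1 was −0.0049 with upper-quartile factors, −0.073 without factors, both by the shift that these scalings give to all genes, and −0.015 with the length offset and −0.015 with block and offset. By library left out, snR17a ranged from −0.76 to 0.10, snR128 from −0.44 to 0.86 and snR37 from −0.032 to 0.63, the extremes being without knockout replicate 2 and without knockout replicate 1. Of the 61 sn/snoRNAs, 18 lay below the filter and were not tested.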

Other observations

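The tests of parts of the sn/snoRNA class by length, of differences between the knockout libraries, and of sulfur, cell cycle, mating, subunit and chromosome patterns were chosen only after the results were seen, and so was the rule that a value counts when it exceeds 2 times the differences between replicates.

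Several technical explanations of the lower sn/snoRNA levels were tested. The difference was −1.32 against length-matched mRNAs (replicates −0.23 and 0.19), −1.45 against GC-matched mRNAs (replicates −0.22 and 0.02) and −1.55 against count-matched mRNAs (replicates −0.17 and 0.07), each beyond the differences between replicates. After all libraries were thinned to 22880058 counts it was −1.51, with 33 sn/snoRNAs down and 2 up. Without the 10 most abundant genes of each class the share ratio was 0.438. These values argue against GC content, depth, low counts or a few abundant genes as the whole cause. The 18 sn/snoRNAs below the filter had pooled normalized counts of 44.8 and 43.1 in the knockout libraries and 137 and 135 in the wild-type libraries. The 25 whose raw counts averaged at least 100 over the 4 libraries had a median of −1.09, and the 18 with fewer counts one of −1.80.

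Length stays open for part of the class. Log2 fold changes of mRNAs followed length also without ribosomal protein genes (rho 0.320), and replicates of one group differed along length too, so a length bias between libraries may account for that trend. The 19 sn/snoRNAs with enough mRNAs of matched length (shortest 275 nt) had a difference of −0.92 (replicates −0.36 and 0.09), 18 of the 19 below their mRNAs. This argues against the length trend of mRNAs as the whole cause for these 19. The lengths matched are those of counted regions, which for sn/snoRNAs reach 74 or 75 nt past the 3′ end given by RefSeq. Mature sn/snoRNAs are thus shorter than their matched mRNAs, and a loss of RNAs shorter than those mRNAs is not excluded for these 19. The 24 shorter ones (longest 271 nt, against 286 nt for the shortest mRNA tested) lay at −1.47 from the 50 shortest mRNAs, 21 of them below. With the length trend of mRNAs removed by the offset, which is extended flat below the shortest mRNA tested, they lay at −1.39 from the mRNA median and 20 of the 24 were called down, which argues against that trend as the whole cause. MRNA medians were level at the short end, with −0.25 up to 400 nt and −0.25 from there to 600 nt. Between 253 and 264 nt sn/snoRNAs also moved apart, from −3.31 (snR36) and −2.67 (snR7-S) to 0.83 (snR4) and 0.96 (snR190), although without knockout replicate 2 the last pair had 0.34 and 0.51 and was not called. A loss that sets in only below the shortest mRNAs tested stays open for part of the fall of these 24, since no mRNA past the filter is as short and their log2 fold change was not detectably related to length (rho 0.31, permutation p 0.137). In 10 sn/snoRNAs of at least 400 nt the median was −0.70 and the length-matched difference −0.47. Replicate differences were not computed for these 10 alone. The 19 that include them had −0.36 between the knockout replicates, so −0.47 is not shown to exceed the spread between replicates. Carry-over of unlabelled RNA was not tested. Dependence of sn/snoRNA synthesis on Syc1, the difference that the design names, stays among the open explanations.

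The knockout libraries differed from each other in sn/snoRNAs. Of the 25 whose raw counts averaged at least 100, 17 differed by an exact binomial test, so counting noise alone is too small, but 14 of 25 also differed between the wild-type libraries. Knockout replicate 1 was lower in 22 of 25 and wild-type replicate 1 in 14 of 25. The length-matched difference between the knockout libraries was −0.23, about as large as the 0.19 between the wild-type libraries. Short mRNAs were higher in knockout replicate 1 than in 2 (median 0.034 up to 400 nt, 0.096 from there to 600 nt), opposite to the sn/snoRNAs. For the 19 sn/snoRNAs with enough mRNAs of matched length the difference was −0.36 (wild-type 0.09). These values argue against the length trend of mRNAs as the cause for these 19. For the 24 shorter ones it was −0.18 from the 50 shortest mRNAs (wild-type 0.28), so for these length and another cause cannot be told apart. No biological explanation was tested.

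Sulfur assimilation genes were higher, with a median of 1.89 over 18 genes (16 up and 0 down, fry adjusted p 0.00719), while the 19 amino acid genes outside sulfur assimilation had a median of 0.26 (3 up and 1 down, fry adjusted p 0.0718). MET17 had 0 counts in every library, which argues against a marker difference. A culture difference shared by a group could give the same median of 1.89 and cannot be told apart from an effect of the deletion, since each group is 1 strain.

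G1/S genes had a median of −0.46 over 33 genes (15 down and 0 up, fry adjusted p 0.0086), and G2/M genes one of −0.34 over 15 (4 down and 0 up, fry adjusted p 0.00719). The G2/M value argues against a shift of cells from G1/S to G2/M. As a hypothesis, fewer dividing cells may explain both (−0.34). Ribosome biogenesis genes had a median of −0.18 over 28 genes (3 down and 0 up, fry adjusted p 0.0571).

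Lower MATa-specific and mating genes were set against cells of another mating type in the knockout culture. MF(ALPHA)1 had a mean of 0.020 CPM in the knockout and 0.133 CPM in wild-type, which argues against alpha cells. Cells of the a/alpha type cannot be told apart from a lower level in MATa cells, because only 3 haploid-specific genes were tested and they moved differently, GPA1 by −0.96, STE4 by −0.30 and STE5 by 0.03 (median −0.30). REF2 and PTI1 rose while the other 12 subunit genes had a median of −0.11, which argues against a rise of the complex as a whole. Termination factor genes had a median of −0.02 and a mean of 0.31 over 7 genes, opposite in sign (fry adjusted p 0.0188, direction up), with HRP1 (1.61) among 2 called up. Chromosome medians lay between −0.10 and 0.03 over 16 chromosomes, which argues against an extra or lost chromosome. An effect of the deletion on these genes, the difference that the design names, was not tested further and stays open.

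EdgeR called 359 mRNAs down, 7.48% of those tested. This count is higher than the one the study gives. EdgeR called 438 mRNAs up. This count is higher than the one the study gives. Fisher's exact test on the edgeR calls gave p = 2.68e-33. This p is lower than the one the study gives. The tests differ: edgeR tested against no change with a fold change minimum, and the authors' deposited table against a fold change of 1.5. With DESeq2 against 1.5, 105 mRNAs were down (SYC1 included) and 229 up. Fisher's exact test on the calls of the deposited table gave p = 1.38e-24.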
